A study of Mus musculus with 21 samples. Its data were reported in "Transcriptional reprogramming of skeletal muscle stem cells by the niche environment" (2023).

How the data were processed

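RNA was measured by SMART-Seq, which copies and amplifies polyadenylated RNA from small numbers of cells, in 21 libraries of mouse muscle stem cells (MuSCs, also called satellite cells). Cells came from young donors (5 to 6 weeks old) or aged donors (22 to 26 months old) and were taken either directly after sorting (T0) or 21 days after transplantation into the irradiated muscle of young immunodeficient hosts (T21). Groups and replicate numbers were taken from the sample labels: 6 young T0, 5 young T21, 5 aged T0 and 5 aged T21 libraries. The labels and title forms fall into 2 library sets, one of 9 libraries described as polyA RNA and one of 12 described as total RNA, and both sets hold all 4 groups.

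For each library the authors deposited a table of estimated counts per transcript, with the TPM (transcript abundance scaled to one total in each library) and the effective length of each transcript. The sample records name no quantifier, but the columns are those kallisto writes. The values were checked: the estimated counts are not whole numbers and differ in their totals, while the TPM of each library sum to one fixed total. In the first set the deposited effective length is the transcript length minus 399 bases in every library, as single-end quantification with a fixed fragment length gives, and in the second set the difference is 160 to 209 bases, as paired-end quantification gives. The deposited tables hold 118783 mouse transcripts, of which 116710 (98.3%) matched the GENCODE M21 annotation of GRCm38. Transcripts without a match took between 0.627% and 0.814% of the estimated counts of a library and were left out. The Xist transcript was not among the quantified transcripts and is not analysed here. Estimated counts were summed per gene (35944 genes) and rounded to whole numbers. TPM served only to count genes at a TPM of at least 1, and CPM, the counts scaled to library size, were computed from the gene counts.

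The authors also deposited a table of their own comparisons, with log2 fold changes (some of them moderated), s-values, which were treated as the kind of p-value the apeglm tool gives, and a mean normalized signal per gene. The methods of the study describe DESeq2 with time, age and their interaction as terms and apeglm for shrinkage, without naming this table. The log2 fold changes and s-values of the table were used as deposited, only for description. The table lists 17020 genes, 16228 of them with values.

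The tests of genes used the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust dispersion estimates, TMM normalization and the default filter on low counts by group, which left 20782 genes. All 21 libraries entered one model with the 4 groups and an additive term for the library set. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change over 1. There were 5 contrasts: aged against young T0 (age effect), young T21 against young T0 (engraftment effect), aged T21 against aged T0, the difference between the last 2 (the niche effect, as the study defines it), and aged against young T21. A gene called for age was counted as reversible when it was also called for the niche effect with the opposite sign. Intervals of shares are 95% Wilson intervals. The model, the contrasts, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. Named genes are those the study named as reversible or irreversible, members of the gene lists where a list is described, and, for 3 contrasts, the 3 highest and 3 lowest log2 fold changes among called genes with a mean of at least 10 CPM and the same sign in each library set fitted alone. Mymx, a member of the commitment list, did not pass the filter and was not tested.

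The niche effect and the age effect share the T0 libraries, so chance alone makes them opposite in sign. Each library set was therefore also fitted alone: genes called for age in one set (or its 200 smallest p-values where fewer than 50 were called) were measured in the other set, with 1000 bootstrap samples of genes for the interval. To show what shared libraries give, 20 data sets with a fully kept age effect and 20 with no age effect were simulated at the observed means, depths and dispersions. Each gene was drawn independently, so these data sets lack the variation that genes of a library share. The simulated age effects were the estimates shrunk by their F statistic, after a first version without shrinkage had given more calls for age.

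Gene lists were tested with camera (preset correlation) on voom values from limma 3.58.1 under the same design, beside fry and camera with an estimated correlation, and adjusted over 80 tests (20 lists and 4 contrasts). Lists covered the G2M and S phases of the cell cycle (from Seurat 5.3.0), ribosomal proteins, interferon response, MHC class I, myogenic commitment, stress and antioxidant genes, collagens, quiescence, p53 response, immediate early genes, mitochondrially encoded genes, the Y chromosome, marker genes of myofibres, macrophages, endothelial cells, fibro-adipogenic progenitors (FAPs) and erythroid cells, and the genes the study named. Values of single libraries were compared with exact permutation tests (scipy 1.17.1), two-sided.

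The edgeR step was tested on simulated counts drawn from the observed means and depths: over 4 runs of about 20253 genes, with 200 genes given a kept and 200 a reverted 4-fold age effect, 62.9% of the age effects were recovered with 1.55% of calls false, 25.5% of the niche effects were recovered with 9.17% false, and 57.6% of the kept effects were recovered at T21 with 59.5 false calls per run (33.5% of the calls at T21). On 4 runs of lists of randomly drawn genes, camera called 40 of 40 lists shifted by 1 on the log2 scale and 0 of 40 unshifted lists. Random genes do not vary together as the members of real lists do. This test therefore cannot show how often camera calls real lists falsely.

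Total estimated counts ran from 21102720 to 70023691 per library. At that depth counting error is small for most genes, but amplified fragments without molecular identifiers are not independent molecules. T0 libraries were made from 1000 sorted cells, and the study reports recovering fewer than that at T21. Cell input therefore differs in every contrast of T21 against T0, and its effect was not tested. The median biological coefficient of variation was 41.8% over the 11 T0 libraries and 82.5% over the 10 T21 libraries. Floors of 3 counts cover counting error only, and Wilson intervals of shares of genes cover only the number of genes. No named gene had all libraries of a group at or under 3 counts.

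T0 and T21 libraries with the same number and donor age come from 1 donor, as the extract protocol states, so the numbers pair 10 pairs of libraries. The names of the first-set aged libraries share an animal number, so the 5 aged replicates may come from 4 donors. They are counted as 5 libraries and 5 pairs throughout. Deviations from the group means correlated across genes at r from -0.22 to 0.26 within pairs, over 0.1 in 4 of 5 young and 0 of 5 aged pairs. Pairs of different donors reached -0.37 and 0.31 in the second set, beyond the range within pairs, so these values show no clear donor signal. In the first set, centring on groups of 2 libraries fixes part of the values. The study's model has no donor term, so the donor was used as a replicate block only in an alternative.

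Alternatives covered the library set term, each set alone, the donor block, DESeq2 1.42.0 and apeglm 1.24.0, glmTreat, limma voom with quality weights, the thresholds, RLE factors, a transcript length offset, a GC content and length offset, the count filter, summing the first-set aged libraries (their names share an animal number) and leaving out each library. Fits of the T0 libraries alone and of the T21 libraries alone were added after seeing the data.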

Results

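Muscle stem cells from young and aged mice were sequenced before transplantation (T0) and after 21 days in the muscle of a young host (T21), to ask how much of the difference that comes with age is changed by a young environment. The data comprised 6 young T0, 5 young T21, 5 aged T0 and 5 aged T21 libraries. Total estimated counts per library lay between 26667590 and 59477625 in young T0, between 21102720 and 55752130 in young T21, between 28086577 and 70023691 in aged T0 and between 26933485 and 49566060 in aged T21 libraries. Totals did not differ between aged T0 (n = 5) and young T0 libraries (n = 6, two-sided exact permutation p = 0.621, adjusted p = 0.828 over 16 such tests). The totals of the first set lay between 21102720 and 39423796, and those of the second between 26933485 and 70023691.

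No 2 libraries of a group were the same library deposited more than once: over 45 pairs within groups the smallest median chi-square per gene was 8.28, where sampling alone gives 0.455. The number of genes with at least 10 counts was 16158 ± 1144 (SD, n = 6) in young T0, 18170 ± 684 (n = 5) in aged T0, 19237 ± 2779 (n = 5) in young T21 and 17826 ± 3831 (n = 5) in aged T21 libraries. The difference between aged and young T0 libraries (exact permutation p = 0.0130) did not pass adjustment (adjusted p = 0.0519). In the first set the aged libraries went from 19181 and 18464 genes at T0 down to 13872 and 14178 at T21 while the second-set T21 libraries held between 17904 and 22443. The 10 most abundant genes took 11.03% ± 0.773 (SD, n = 5) of counts in aged T0 and 9.36% ± 0.586 (n = 6) in young T0 libraries (exact permutation p = 0.00649, adjusted p = 0.0346). Mitochondrially encoded genes took 10.6% ± 4.92 (SD, n = 5) of counts in young T21 against 5.52% ± 0.884 (n = 6) in young T0 libraries (exact permutation p = 0.00433, adjusted p = 0.0346). The same test between aged T21 (7.90% ± 6.22, n = 5) and aged T0 libraries (6.92% ± 1.26, n = 5) found no difference (exact permutation p = 1), and the score of these genes rose in 5 of 5 young and 1 of 5 aged donor pairs.

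**Figure D1:**
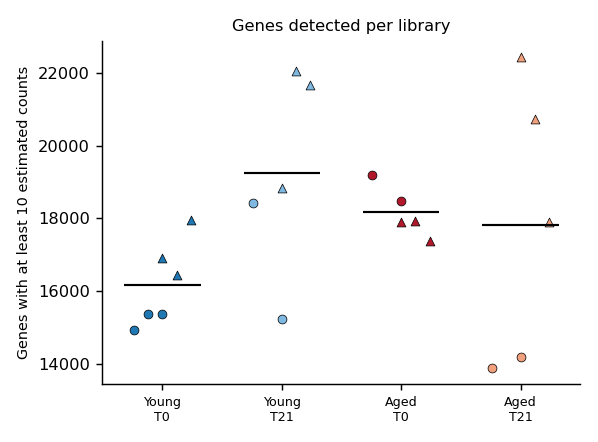
Genes with at least 10 estimated counts (y axis) in each library of the 4 groups (x axis), with circles for the first and triangles for the second library set and a line at the group mean. The first-set aged T21 libraries lie at 13872 and 14178 genes, below all others.

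On the first 2 principal components of log2(CPM + 1), which held 25.5% and 21.3% of the variance over 14852 genes, the sets lay apart on the second component. The time points overlapped on the first: aged T0 replicates 1 and 2 of the first set (-31.7 and -29.1) lay below aged T21 replicate 2 (-21.1).

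**Figure D2:**
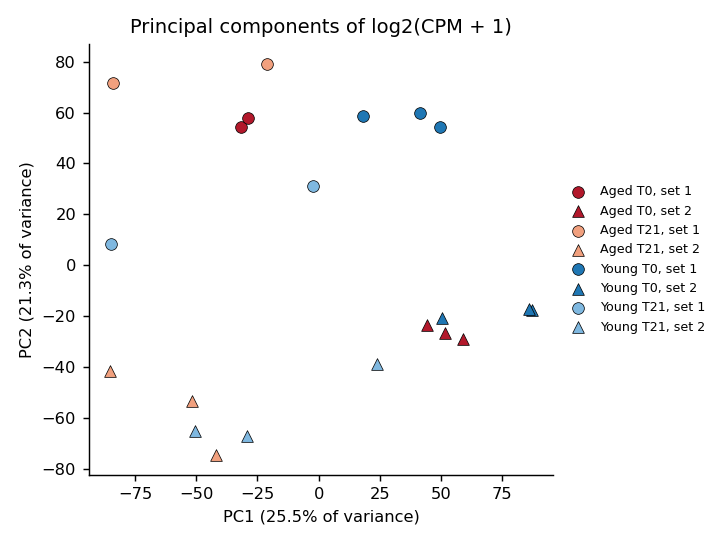
Libraries on the first (x axis) and second (y axis) principal component of log2(CPM + 1), with colour for the group and shape for the library set. The axes hold 25.5% and 21.3% of the variance.

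The identity of the cells was examined with Pax7 and with genes of the Y chromosome. Pax7 (ENSMUSG00000028736, GRCm38 chromosome 4, 139737062 to 139833528) was at 935 ± 444 CPM (SD, n = 6) in young T0, 782 ± 223 (n = 5) in young T21, 1015 ± 755 (n = 5) in aged T0 and 430 ± 178 (n = 5) in aged T21 libraries. None of its contrasts passed the threshold (edgeR log2 fold change -0.15 ± 0.34, SE, for age at T0 and -0.98 ± 0.36 for transplantation of aged cells, adjusted p = 0.118). Vcam1, another marker gene of these cells, was at 751 ± 109 CPM (SD, n = 6) in young T0 and between 718 and 832 CPM on average in the other groups. Ddx3y, on the Y chromosome, was at or above 84.8 CPM in every library. The Y chromosome list of 4 genes had no call for age, engraftment or niche (median log2 fold changes 0.25, -0.11 and -0.30). In the aged arm, where lists were not tested, its median was -0.39. From T0 to T21 its score rose in 0 of 5 aged and 2 of 5 young donor pairs.

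The age effect, aged against young T0, asks which genes differ with donor age before transplantation. Of 20782 genes, 526 were called, 303 higher and 223 lower in aged cells (4457 genes had an unadjusted p under 0.05, where chance gives 1039). The median log2 fold change of all genes was 0.15 for age, 0.29 for engraftment and -0.22 for niche. The first set alone gave 141 calls and the second alone 244, and the set-by-set fits share with the full model 61 and 200 of their calls. Of the alternatives, the fit of the T0 libraries alone, added after seeing the data, gave the largest count, 2022, and a test against a minimum fold change (glmTreat) the smallest, 93. Leaving out 1 library gave between 294 calls (without young T0 replicate 3) and 663 (without aged T21 replicate 1). Among genes that met the naming rule (392 for age), the largest increases were in Cyp26a1 (ENSMUSG00000024987, chromosome 19, 37697798 to 37701536), with a log2 fold change of 7.46 ± 1.60 (SE, adjusted p = 0.0165), in Ccl11 (7.23 ± 0.78, adjusted p = 3.31e-05) and in Sv2b (6.87 ± 0.68, adjusted p = 4.32e-06). Cyp26a1 was at 243 ± 95.7 CPM (SD, n = 5) in aged T0 against 1.45 ± 3.23 (n = 6) in young T0 libraries, and without young T0 replicate 59 its adjusted p rose to 0.0515. The largest decreases were in Mymk (chromosome 2, -10.04 ± 2.48, adjusted p = 0.0369), Mki67 (chromosome 7, -5.41 ± 1.04, adjusted p = 0.00627) and the histone gene Hist1h2ap (chromosome 13, -4.87 ± 0.94, adjusted p = 0.00521), whose reads can be shared with near-identical histone genes, so that its value is uncertain. Mymk was spread widely among young T0 libraries (48.3 ± 62.2 CPM, SD, n = 6) and lost its call under 11 alternatives, 9 of which left out 1 library. Mki67 was at 122 ± 70.9 CPM in young T0 and 2.91 ± 3.51 CPM in aged T0 libraries and kept its call under each alternative run for named genes.

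The engraftment effect, young T21 against young T0, is the study's control for transplantation itself. It was called for 3442 genes, 2930 higher and 512 lower at T21. The T21 libraries also came from fewer cells, which this contrast cannot separate from transplantation. The count was 549 with the donor as a replicate block, the first set alone (2 T21 libraries) gave 11, and the second gave 2443. Leaving out young T21 replicate 1 gave 1437 and leaving out young T21 replicate 3 gave 4808. The 3 largest increases by the naming rule (933 genes) were in Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050, log2 fold change 8.95 ± 1.58, SE, adjusted p = 0.00332), Ltc4s (chromosome 11, 8.69 ± 1.26, adjusted p = 0.000369) and Rps19-ps6 (chromosome 12, 6.63 ± 0.86, adjusted p = 0.000104), a processed pseudogene whose reads can belong to its parent gene and which is therefore uncertain. Spp1 varied strongly between young T21 libraries (72.9 ± 103 CPM, SD, n = 5). The 3 largest decreases were in the cell cycle genes Pbk (-5.39 ± 1.76, adjusted p = 0.0387), Mki67 (-5.07 ± 1.01, adjusted p = 0.00548) and Ccnb2 (-5.06 ± 1.17, adjusted p = 0.00859). Pbk lost its call under 8 alternatives, the donor block (adjusted p = 0.144) and 7 fits that each left out 1 library.

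In aged donors, 1006 genes were called between T21 and T0, 696 higher and 310 lower. The replicate block gave 422. The first set alone, with 2 libraries per group, gave 0 calls (5423 genes at an unadjusted p under 0.05, where chance gives 983), and the second gave 2070. Leaving out aged T0 replicate 900 gave 546, and leaving out aged T21 replicate 2 gave 1525. Between the arms, 276 genes were called in both with the same direction and 16 with opposite directions. A test of the set difference itself (library set by contrast) called 3785 genes for the aged arm, 367 for age at T21, 99 for niche, 2 for the young arm and 1 for age at T0 (7581, 4097, 4436, 973 and 2697 genes at an unadjusted p under 0.05). None of the 99 was among the 142 niche calls. Across genes, which are not independent replicates, the log2 fold changes of the aged arm and the young arm correlated at r = 0.61 in the second set and r = -0.24 in the first (0.30 in the model of both sets). Between sets, r was 0.53 for the young arm of the first set with the aged arm of the second and -0.34 the other way round, so the sign followed the set of the aged arm. In the model of both sets the aged arm is thus an average over 2 sets that differ.

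The niche effect is the change of aged cells beyond that of young cells. It was called for 142 genes, 81 higher and 61 lower. The replicate block gave 13, and the largest count of the alternatives, from the library set in interaction with time and age, was 2501. The first set alone gave 0 calls (5580 genes at an unadjusted p under 0.05, where chance gives 983) and the second 64. Leaving out young T21 replicate 62 gave 58 calls and leaving out aged T21 replicate 58 gave 346. The largest increases by the naming rule (106 genes) were in Wscd1 (ENSMUSG00000020811, chromosome 11, 71749920 to 71789647, log2 fold change 6.80 ± 1.07, SE, adjusted p = 0.00417), Fbln1 (5.88 ± 1.14, adjusted p = 0.0174) and Cenpe (5.36 ± 1.14, adjusted p = 0.0282), and the largest decreases in Sv2b (-6.91 ± 0.89, adjusted p = 0.000818), Ccl11 (-6.38 ± 0.96, adjusted p = 0.00389) and Nalcn (-5.21 ± 0.70, adjusted p = 0.000818). With the donor as a replicate block, Wscd1, Fbln1 and Cenpe lost their calls (adjusted p = 0.0692, 0.215 and 0.207). Cenpe also lost it under the transcript length offset, without aged T0 replicate 1 and in each of 4 fits without young T0 replicate 2, 3, 55 or 59. Nalcn hardly moved in aged cells (13.5 ± 5.59 CPM at T0 and 12.1 ± 5.02 at T21, SD, n = 5) and rose in young cells from 0.628 ± 0.345 (n = 6) to 21.0 ± 11.5 CPM (n = 5).

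Of the 526 genes called for age, 91 (17.3%, 95% Wilson interval 14.3% to 20.8%) were also called for niche with the opposite sign, and 0 with the same sign. With the donor as a replicate block the share was 2.47% (13 of 526), and with the library set in interaction with time and age it was 55%. Leaving out young T21 replicate 62 gave 9.77%, and leaving out aged T21 replicate 58 gave 25.3%. The sign of the niche effect was opposite to that of the age effect in 523 of the 526 genes. In simulations with an age effect kept in full at T21, 65.1% of age-called genes on average had the opposite sign and 0.1 genes on average were reversible, so the observed values exceed what shared T0 libraries gave there. These simulations made 836 to 982 calls for age at T0, more than the 526 observed, and 1482.4 on average for age at T21. They therefore match the data only in part. Aligned to the sign of the age effect, the median log2 fold changes of the 526 genes were 2.07 for age at T0, 1.15 for young cells moving from T0 to T21, -0.57 for aged cells moving from T0 to T21 and 0.27 for age at T21. These genes were chosen on the same T0 libraries.

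The study named 8 genes as reversible and 5 as irreversible, choosing them on these libraries, so counts adjusted over the list alone are not independent evidence. All 8 reversible genes passed for age at T0 (adjusted over all genes and adjusted over the list alone). Of these calls over all genes, 3 were lost when 1 library was left out: Col3a1 and Mmp2 without aged T0 replicate 1 (adjusted p = 0.0690 and 0.0621) or 2 (0.0534 and 0.0546), and Eya2 without aged T0 replicate 2 (0.0574) or young T0 replicate 3 (0.0515) or 55 (0.0503). Mmp2 also lost it without the library set term (0.0699). For niche 5 of 8 passed over all genes and 8 of 8 adjusted over the list alone. Col3a1 (adjusted p = 0.0498), Mmp2 (0.0227) and Eya2 (0.00359) passed for niche over all genes only with DESeq2's Wald test. Of the 5 irreversible genes, 4 passed for age over all genes and 5 adjusted over the list alone, and for niche 0 passed over all genes and 3 adjusted over the list alone. Mt1 gained a niche call with DESeq2's Wald test (adjusted p = 0.0157) and without aged T21 replicate 2 (0.0406). For age, B2m lost its call without the library set term (0.0961). Cdkn3 gained an age call with DESeq2's Wald test (0.00499) and with a random donor block in limma voom (0.00793). Sparc (ENSMUSG00000018593, chromosome 11, 55394500 to 55423183) was at 3690 ± 444 CPM (SD, n = 6) in young T0, 904 ± 423 (n = 5) in aged T0, 2088 ± 522 (n = 5) in young T21 and 2349 ± 766 (n = 5) in aged T21 libraries, a niche effect of 2.25 ± 0.39 (log2, SE, adjusted p = 0.00824) made of a rise in aged cells (1.43 ± 0.28, adjusted p = 0.00455) and a fall in young cells (-0.82 ± 0.27, adjusted p = 0.0360). Col4a2 followed Sparc (niche 2.60 ± 0.48, adjusted p = 0.0129). Cdc20 had a niche effect of 4.45 ± 0.84 (adjusted p = 0.0149) while its change in aged cells was 0.57 ± 0.57 (adjusted p = 0.667), since it fell in young cells from 40.0 ± 21.5 (SD, n = 6) to 2.94 ± 2.25 CPM (n = 5) and stood at 2.88 ± 1.37 CPM (n = 5) in aged T0 libraries. With the donor as a replicate block the niche calls of Cdc20 (adjusted p = 0.0737) and Col4a1 (adjusted p = 0.0599) were lost. Col4a1 also lost its call under the transcript length offset and without aged T0 replicate 1, young T0 replicate 2 or young T21 replicate 62. Ccl11 (chromosome 11, 82057823 to 82062955) rose in young cells from 1.61 ± 0.840 (SD, n = 6) to 40.3 ± 35.4 CPM (n = 5) and went from 260 ± 142 to 72.9 ± 57.4 CPM (n = 5) in aged cells. Among the irreversible genes, B2m kept a difference at T21 (log2 fold change 1.10 ± 0.24, SE, adjusted p = 0.0892 over all genes and 0.00181 over the list alone) and Mt1 did not (0.32 ± 0.38, adjusted p = 0.755).

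**Figure D3:**
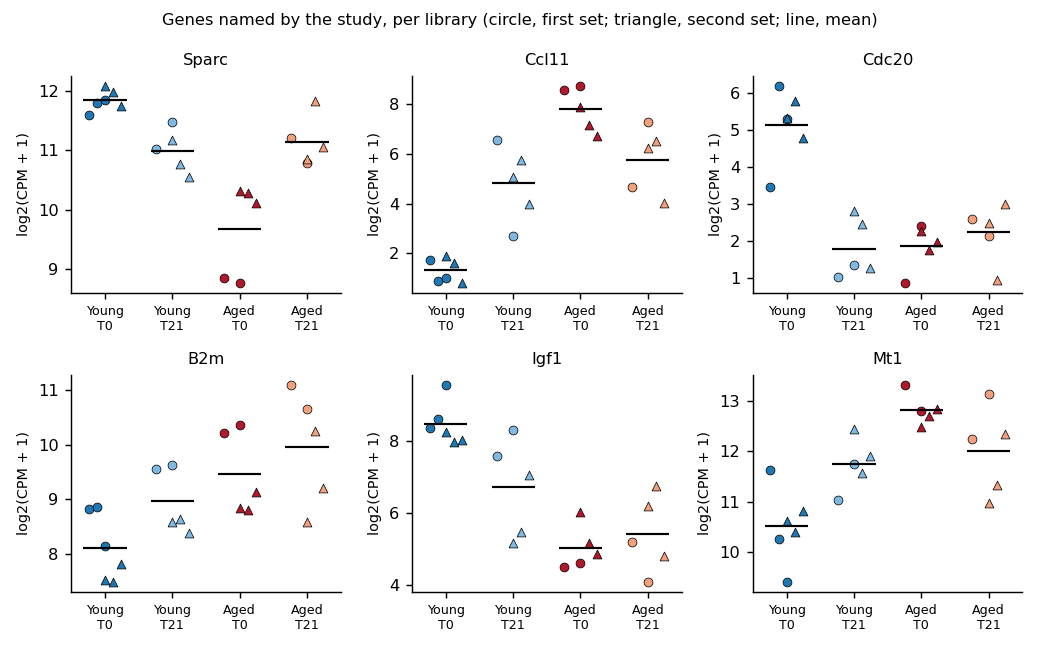
Expression as log2(CPM + 1) (y axis) of 6 genes named by the study in each library of the 4 groups (x axis), with circles for the first and triangles for the second library set and a line at the group mean. Cdc20 is high only in young T0 libraries, and Ccl11 is low only there.

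At T21, aged against young libraries gave 0 calls, with 2558 genes at an unadjusted p under 0.05 where chance gives 1039, and a smallest adjusted p of 0.0726. The first set alone, with 2 libraries per group, gave 48 calls and the second 0 (2545 genes at an unadjusted p under 0.05, where chance gives 1127). Leaving out aged T21 replicate 58 gave 165 calls. The interaction with the library set gave 578, the largest count of the alternatives.

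Because the sets share no libraries, genes were chosen in one set and measured in the other. For 139 genes chosen in the first set, 83.5% had the same sign in the second. Their median aligned log2 fold changes there were 0.63 ± 0.08 (bootstrap SD over genes) for age at T0, 1.21 ± 0.07 for the young arm, 0.72 ± 0.09 for the aged arm and 0.07 ± 0.04 for age at T21, so that 11.1% (95% bootstrap interval -2.50% to 25.5%) of the age effect was left at T21. For 242 genes chosen in the second set, 94.6% had the same sign in the first, with medians of 2.12 ± 0.10, 1.08 ± 0.10, -0.12 ± 0.12 and 0.59 ± 0.10, and 28.0% (16.98% to 35.3%) was left. The young arm moved towards the aged level in 95.7% and 82.6% of these genes, and the aged arm towards the young level in 28.8% and 54.5%. Leaving out 1 library moved the first share most: it was -25.8% without aged T21 replicate 900 and 27.2% without young T21 replicate 59. Simulations with a fully kept age effect gave 98.4% (83.6% to 108%) and 99.9% (83.5% to 111%). Simulated genes varied independently, so these ranges leave out variation that genes of a library share. The measured genes are not independent replicates, and the first set has 2 libraries per group except young T0 with 3.

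**Figure D4:**
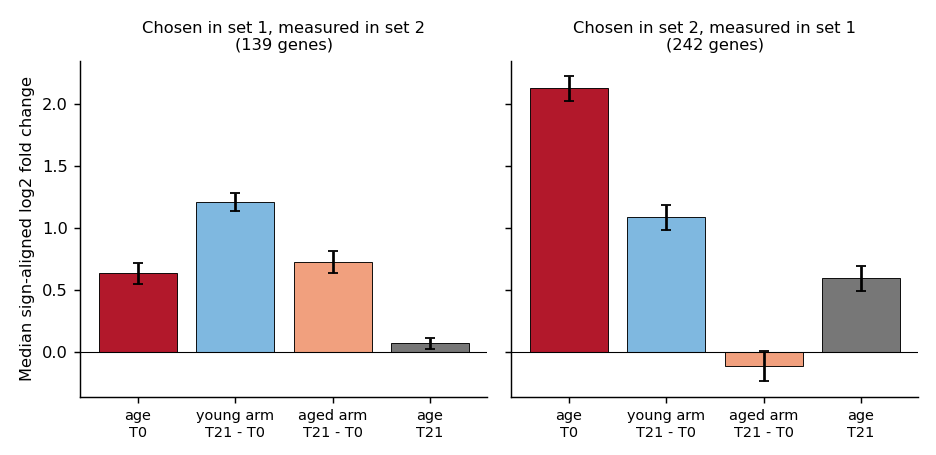
Median log2 fold change, aligned to the sign of the age effect in the choosing set (y axis), of genes chosen in one library set and measured in the other, for age at T0, the young arm, the aged arm and age at T21 (x axis). Error bars are bootstrap SDs over genes, and the young arm is above 1 in both panels.

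Across genes, the age effect and the niche effect from the same libraries correlated at r = -0.83. With the age effect from the first set and the niche effect from the second, r was -0.26, and the other way round -0.21 (18853 genes, not independent replicates). Simulation with a fully kept age effect gave r = -0.33 on the same libraries and 0.00 and 0.03 between sets, and simulation with no age effect gave -0.58 on the same libraries. Among the 519 age-called genes measured in both sets, the values between sets were -0.85 and -0.73, but these genes were chosen on both sets.

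Camera called 36 of the 80 list tests: 10 for age at T0, 9 for engraftment, 11 for niche and 6 for age at T21. Under fry 17 held or were called (16 of them shared), and with an estimated correlation 0 of 80 passed. The calls that held under fry were as follows. For age at T0, G2M genes were lower (median log2 fold change -2.82, 53 of 54 genes, fry adjusted p = 0.000376), as were S phase genes (-0.68), commitment genes (-2.13) and the reversible list (-2.0), and interferon (1.13), MHC class I (0.92) and stress and antioxidant genes (0.70) were higher. For engraftment, G2M genes (-2.11, 52 of 54 lower), S phase genes (-0.89), ribosomal proteins (-0.75) and the reversible list (-0.89) were lower, interferon (1.04) and MHC class I genes (0.81) were higher, and the irreversible list passed under fry alone (-1.43). For niche, G2M genes (2.27) and the reversible list (2.05) were higher. For age at T21, stress and antioxidant genes were higher (0.49, 10 of 12 genes). Calls of camera that fry did not make were, for age at T0, ribosomal proteins (-0.42), collagens (0.21, called lower) and myofibre genes (-0.28); for engraftment, mitochondrially encoded (0.97), macrophage (5.01) and quiescence genes (-0.36); for niche, endothelial (2.60), S phase (0.63), commitment (2.47), ribosomal protein (0.10) and p53 response genes (0.68) higher and interferon (-0.60), mitochondrially encoded (-0.55) and MHC class I genes (-0.58) lower, with myofibre genes (-0.09) called higher against the sign of their median; and for age at T21, endothelial (1.91), p53 response (0.57) and FAP genes (2.21) higher and ribosomal proteins (-0.27) and mitochondrially encoded genes (-0.31) lower. Immediate early genes (0.51 for engraftment), erythroid genes (4.07 for engraftment) and the Y chromosome list had no call. Leaving out 1 library gave between 32 and 39 calls. Of the calls that held under fry, leaving out 1 library changed that of MHC class I for engraftment, without young T0 replicate 3 (adjusted p = 0.0706) and without young T21 replicate 1 (adjusted p = 0.0715). Among the other camera calls, myofibre genes for age at T0 depended on aged T0 replicate 900 (adjusted p = 0.134 without it), p53 response and FAP genes for age at T21 on aged T21 replicate 62 (0.0569 without it for both), p53 response genes for niche on aged T21 replicate 62 (0.105) and interferon genes for niche on aged T21 replicate 58 (0.0808). Mitochondrially encoded genes lost their call for engraftment without young T21 replicate 62 (0.177), for niche in 8 fits (0.430 without aged T21 replicate 58) and for age at T21 in 7 fits (0.880 without young T21 replicate 62). For niche, myofibre genes lost it in 8 fits (0.322 without aged T21 replicate 62), ribosomal proteins in 5 (0.456 without aged T0 replicate 1) and MHC class I genes in 5 (0.0985 without aged T21 replicate 2). Ribosomal proteins lost it for age at T21 in 4 fits (0.279 without young T21 replicate 55). Lists without a call gained one in up to 9 fits, the most for commitment genes under engraftment (0.0261 without aged T21 replicate 2).

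**Figure D5:**
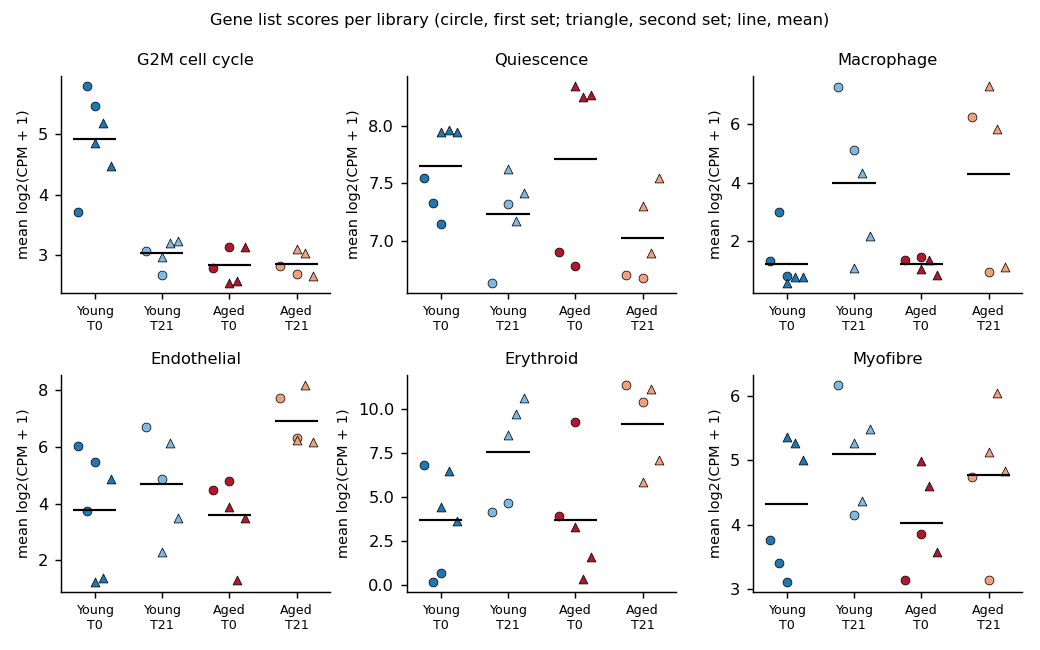
Mean log2(CPM + 1) over the genes of 6 lists (y axis) in each library of the 4 groups (x axis), with circles for the first and triangles for the second library set and a line at the group mean. The G2M list is high only in young T0 libraries (4.91 ± 0.75, SD, n = 6), and host-cell lists vary widely at T21.

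The authors' deposited table calls, at an s-value under 0.05 and a moderated absolute log2 fold change over 1, 899 genes for age, 751 for engraftment and 1711 for niche, the last with 345 higher and 1366 lower. Within the authors' deposited table, 506 of the 899 age calls (56.3%) are also niche calls of opposite sign. Across genes, the unshrunk values of the authors' deposited table correlated with those of the first set alone at r = 0.966 (engraftment), 0.967 (age) and 0.973 (niche), and with those of the second set alone at r = 0.647, 0.380 and 0.186. With the model of both sets, the authors' deposited table correlated at r = 0.835, 0.867 and 0.720. Of the niche calls in the authors' deposited table, 95.5% have the same sign in the model of both sets, 60 are also called there, and 72.5% have the same sign in the second set, against 60.8% of all genes between the sets.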

Values the study reported

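At its stringent threshold the study counted 397 age-altered genes and classed 185 of them (46.6%) as reversible by the young niche. At its more permissive threshold it gave 686 reversible genes (53.6%) among 1280 genes altered in aging.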

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

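Except for the refits with swapped labels, the tests in this part were chosen only after the result was seen. With 37 measures and 148 groups of libraries examined for a library apart from its group, 4 were found where chance alone gives 7.4, so none of the 4 stands out by number.

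In aged T21 replicate 62, the 10 most abundant genes took 21.5% of counts, against 8.74% to 12.04% in the other aged T21 libraries, and mitochondrially encoded genes took 19.01%, against 4.605% to 5.42%. Both values may come in part from the same genes, since the most abundant gene of this library is mitochondrially encoded. How many of the 10 genes are mitochondrially encoded is not shown here. Sequencing depth alone is argued against by the T0 libraries at least as deep, whose highest mitochondrial share was 6.58%. Young T21 replicate 62, of the same library set, had similar shares (21.7% for the 10 genes and 18.2% for mitochondrially encoded genes), but other T21 libraries of that set did not. The condition of the cells at sorting stays open and was not tested.

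The macrophage list averaged 2.98 on the log2(CPM + 1) scale in young T0 replicate 2, against 0.544 to 1.30 in the other young T0 libraries. It was the highest of its group at 11 of 12 macrophage genes, but these are the genes of the list value itself, so the count decides nothing and RNA of macrophages in this library stays open. Of these 12 genes, 1 reached a mean of 10 CPM in a T0 group, and none is in another list. No biological explanation was tested.

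Birc5, a cell cycle gene the study named, was at 2.90 (log2(CPM + 1)) in young T0 replicate 1 against 4.64 to 5.62 in the other young T0 libraries. Fewer cycling cells in this library is a candidate explanation: it was the lowest of its group at 42 of 54 G2M genes, where chance gives 9. These genes varied together at T0 (mean pairwise correlation 0.618). The count is therefore weaker evidence than 54 independent genes would give. The donor of this library was 6 weeks old and the other young donors 5 weeks, a difference of 1 library that cannot be tested.

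The difference between the responses of aged and young cells was past the threshold in 142 genes. Of 100 splits that swapped donor ages within library sets, drawn from 120, only the real one gave as many (1, the next highest count being 1 gene). This argues against chance in the assignment of donors to ages. The count with the donor as a replicate block was 13. Which part of each gene's difference lies in the young arm is taken up among the other observations.

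The G2M list had a niche effect of 2.27 (median log2). A rise of the list as a whole in the aged arm is argued against by a median of -0.037 there, with 29 of 54 genes lower. The list score rose in 3 of 5 aged donor pairs, so a rise of part of the genes stays open. A fall in the young arm may account for the niche effect, with 52 of 54 genes lower at T21 in young donors. Young donors of 5 to 6 weeks are still growing, and a higher share of cycling cells in young T0 samples stays open as a biological explanation that was not tested.

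The reversible genes named by the study had a niche effect of 2.05 (median log2). Movement of the aged cells alone is argued against by the young arm, which moved towards the aged level by a median of 1.34, and the aged arm moved towards the young level (median -1.14 on the same aligned scale). The study chose these genes on these libraries, so that their niche effect is not independent evidence.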

How the results depend on the processing

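The alternatives were chosen before the data were examined, except the fits of the T0 libraries alone and of the T21 libraries alone, which were chosen after seeing the data. The cause was not tested for the changes below unless a cause is given.

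Results within 1.5 times the values reported above came from RLE factors (567 genes for age, 3474 for engraftment, 1011 for the aged arm, 150 for niche, 17.3% reversible), a GC content and length offset (583, 3440, 991, 139 and 16.1%), a transcript length offset (487, 3017, 863, 114 and 16.2%), the removal of the fold change minimum (570, 4234, 1145, 142 and 16.8%) and a filter at 1 count (417, 3014, 714, 105 and 15.8%). Under each of these, age at T21 had 0 calls, against 2558 genes at an unadjusted p under 0.05 in the model reported. The T21 libraries alone also gave 0.

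Without the library set term, 306 genes were called for age, 492 for the aged arm and 62 for niche. With the set in interaction with time and age the counts were 1471 for age, 2501 for niche and 578 for age at T21, with 55% reversible. The first set alone gave 141 for age, 11 for engraftment, 0 for the aged arm (5423 genes at an unadjusted p under 0.05), 0 for niche (5580), 48 for age at T21 and a reversible share of 0%. The second set alone gave 244 for age, 2070 for the aged arm and 64 for niche. Each set alone holds fewer libraries.

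Blocking by donor (a replicate block), engraftment had 549 calls, the aged arm 422 and niche 13, and 2.47% were reversible. A random donor block, fitted with limma voom in place of edgeR, gave engraftment 2291 calls and niche 66, and 9.89% were reversible. The donor correlation in that fit was -0.075. The same voom fit without the block was not run, so its changes cannot be credited to the donor. The replicate block with a GC content and length offset gave 689, 398 and 15 and 2.85%. For named genes the replicate block was run on 24 of 42 results, where it removed 6 calls and changed no other call. The random donor block, run on all 42, removed 4 calls and added 1, that of Cdkn3 for age (adjusted p = 0.00793).

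A test against a minimum fold change (glmTreat), which is stricter by construction, called 93 genes for age, 484 for engraftment, 188 for the aged arm and 19 for niche. Quality weights gave 1484 for age, 5805 for engraftment and 7.82% reversible. DESeq2's Wald test gave 1906 for age, 1858 for the aged arm, 1274 for niche, 435 for age at T21 and 38.2% reversible. With apeglm s-values that tested for an absolute log2 fold change over 1, it gave 539 for niche, 145 for age at T21 and 40% reversible. An adjusted p under 0.15, looser by construction, gave 1950, 6175, 1934, 1078 and 171 calls in the order of the contrasts and 31.7% reversible. The T0 libraries alone gave 2022 for age. A mean of at least 50 counts gave 1 call for age at T21. Summing the first-set aged libraries gave 22.6% reversible.

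For genes chosen in the first set, the share of the age effect left at T21 was -0.92% with a mean of at least 50 counts. It was 2.98% with the first-set aged libraries summed, 4.22% for the 200 smallest p-values and 6.70% with the transcript length offset. For genes chosen in the second set it was 22.8% with the transcript length offset. The age to niche correlations between sets were -0.33 and -0.26 with a mean of at least 50 counts, -0.25 and -0.21 with the transcript length offset, and -0.85 and -0.73 over genes called for age. Of the list tests, fry called 17 and camera with an estimated correlation 0, against 36. With the GC content and length offset camera called 33 (30 shared with the 36), and without the library set term 32 (29 shared). The offset removed mitochondrially encoded genes for engraftment (adjusted p = 0.406), niche (0.918) and age at T21 (0.553). It also removed ribosomal proteins for niche (0.890) and myofibre genes for age at T0 (0.117) and niche (0.857). Immediate early genes for engraftment, FAP genes for niche and macrophage genes for age at T21 gained a call.

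Over the 21 fits that each left out 1 library, calls for age ran from 294 (without young T0 replicate 3) to 663 (without aged T21 replicate 1), for engraftment from 1437 (without young T21 replicate 1) to 4808 (without young T21 replicate 3), for the aged arm from 546 (without aged T0 replicate 900) to 1525 (without aged T21 replicate 2), and for niche from 58 (without young T21 replicate 62) to 346 (without aged T21 replicate 58). Age at T21 ran from 0 to 165 (without aged T21 replicate 58), and the reversible share from 9.77% (without young T21 replicate 62) to 25.3% (without aged T21 replicate 58). The share left at T21 ran from -25.8% (without aged T21 replicate 900) to 27.2% (without young T21 replicate 59) for genes chosen in the first set, and from 21.0% (without aged T21 replicate 2) to 32.5% (without young T0 replicate 3) for genes chosen in the second. List calls ran from 32 to 39.

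For 42 results of named genes, 1074 comparisons with alternatives left 1020 on the same side of the threshold, with 47 weaker, 7 stronger and 0 reversed. These changes fell on 17 results. The test on simulated data recovered 25.5% of 4-fold niche effects, against 62.9% of age effects at T0 and 57.6% at T21, so the niche count misses most effects of that size. The cause was not tested.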

Other observations

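The tests in this part were chosen only after the result was seen, except the refits with swapped labels, the correlation of host-cell lists, the sign of the deposited niche calls in the second set and the direction of the set difference in the aged arm.

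Labels were swapped within library sets and the model refitted. With donor ages swapped (100 of 120 splits), the real split alone gave as many genes for age at T0 (1 of 100, the others reaching 34) and as many reversible genes (1 of 100, the others reaching 1). For age at T21, with 0 calls, all 100 gave as many, and 5 of 100 had as many genes at an unadjusted p under 0.05. With time labels of young donors swapped (100 of 200), the real split alone gave as many for engraftment (1 of 100). Among the 16 splits that part all 5 donor pairs, as the real one does, no other called more than 1 gene. The highest count of any other split was 1553. That split gave the wrong time to 4 first-set and 6 second-set libraries and parted 4 pairs. It is nearly the real split with T0 and T21 exchanged, so its count is no measure of chance. With time labels of aged donors swapped (60 splits), 2 of 60 gave as many genes as the 1006. The other swapped all labels of the first library set and gave 2403, so a split along the sets gave more than the real one. Within sets the counts were 0 and 2070. Camera calls were common under swapped labels. As many list calls came from 19 of 100 splits for age at T0 and 3 of 100 for niche. The values were 28 of 100 for engraftment and 52 of 100 for age at T21. Splits other than the real one gave a median of 7, 6, 8 and 6 calls of 20 lists, in that order.

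The age effect at T0 was weighed against technical explanations. A difference in library size is argued against by the total counts (exact permutation p = 0.621). A GC content or gene length bias is argued against by 499 of the 526 calls remaining with an offset for both. Of genes chosen in the second set, 94.6% had the same sign in the first. For the 155 higher in aged cells this cannot exclude the larger number of genes detected in first-set aged T0 libraries, which would raise them too. The 87 lower in aged cells argue against it for those genes, with a median aligned log2 fold change of 2.52 in the first set. Donor age stays open as the biological explanation, together with any difference between donor cohorts.

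The age effect was smaller at T21, and several explanations were tested. Shared T0 libraries are argued against as the whole cause by the share left between sets. Its higher bootstrap bound was 35.3% with all libraries, and up to 52.6% with 1 library left out (young T21 replicate 62). Simulations with a kept effect gave no less than 83.5%. The bootstrap resampled genes and the simulated genes varied independently, so both ranges leave out variation that genes of a library share. Lack of power at T21 is argued against by the share left between sets, which comes from the estimates and uses no threshold at T21. The recovery of 57.6% of kept effects in simulated data came with 59.5 false calls per run and carries less weight. Dilution by host RNA was weighed against a fall of the quiescence list by 1.84 on the log2 scale, derived from the share left. A share of log2 fold changes is not a fraction of RNA, so this comparison cannot decide the question. The median change of the list was -0.36 in young and -0.53 in aged donors. Its score rose in 1 of 5 young and 0 of 5 aged donor pairs. In aged donors it fell most in the second set (from 8.26 to 6.89 in replicate 62). Pax7 changed by -0.13 in young and -0.98 in aged donors (-1.60 in the second set alone), so dilution stays open, for aged T21 libraries most of all. The genes of the cell cycle and host-cell lists alone are argued against, since without them the young arm still moved by a median of 0.97 over 222 of the 242 genes chosen in the second set (0.84 for those higher in aged cells). Of the 139 genes chosen in the first set 138 are outside the lists, so leaving them out hardly tests this there. A return of the aged cells to the young state as the whole cause is argued against by 28.8% and 54.5% of genes moving that way in the set not used for choosing. The highest such values were 58.8% with 1 library left out (aged T0 replicate 2 or aged T21 replicate 1) and 59.7% for genes lower in aged cells without the lists. Movement of the young cells towards the aged state is a candidate explanation: 95.7% and 82.6% of genes moved that way, and 78.1% at the lowest with 1 library left out (young T0 replicate 3). In simulations with a kept age effect the young arm also moved (medians of 0.70 and 0.49, up to 1.09 and 0.77), because the simulated genes carry the measured engraftment effect. The convergence of young and aged cells at T21 may therefore reflect, in part, a change of young cells on leaving a growing donor or on transplantation. This design cannot separate such a change from the host environment. Cell input was also lower at T21 than at T0, and its part was not tested.

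Genes of other cell types varied together across T21 libraries. From T0 to T21 the list score rose in 9 of 10 donor pairs (fewer donors if the first-set aged libraries share an animal) for macrophage, 8 for endothelial, 9 for erythroid, 7 for myofibre and 9 for FAP genes. For engraftment, camera called the macrophage list alone among these. In one set alone the median engraftment effect was -0.94 for erythroid genes (first set) and -0.07 for myofibre genes (second set). The mean pairwise correlation of a list's members over the 10 T21 libraries was 0.851 for macrophage, 0.781 for endothelial, 0.540 for myofibre, 0.939 for erythroid and 0.324 for FAP genes, above the 95% bounds of 10000 matched random lists (0.252, 0.140, 0.0971, 0.341 and 0.0963). RNA of host cells in T21 libraries is a candidate explanation for each. At T0 the same correlation was 0.863 for endothelial, 0.925 for erythroid, 0.583 for macrophage, 0.424 for myofibre and 0.03 for FAP genes, without random lists to compare, so RNA of the first 4 cell types may be in T0 libraries too. The abundant macrophage gene Lyz2 was at 472 ± 624 CPM (SD, n = 5) in young T21 and 763 ± 848 (n = 5) in aged T21 libraries against 6.26 ± 10.6 (n = 6) and 7.03 ± 10.9 (n = 5) at T0. Hba-a1 was at 2751 ± 3285 CPM in young T21 and 5373 ± 5378 in aged T21 libraries, against 176 ± 193 and 413 ± 884 at T0. Pecam1 was at 95.2 ± 105 and 334 ± 214, against 45.1 ± 42.9 and 30.1 ± 19.8 at T0. Dcn was at 12.1 ± 11.1 and 638 ± 724, against 3.18 ± 1.94 and 167 ± 132 at T0, so it differed with donor age before transplantation. The number of list genes with a mean of at least 10 CPM in a T0 group was 1 of 12 for macrophage, 10 of 10 for endothelial, 11 of 15 for myofibre, 4 of 5 for erythroid and 7 of 12 for FAP genes, 2 of the last being collagens.

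The aged arm differed between library sets in 3785 genes, and 71.9% of them had the lower fold change in the first set, whose aged T21 libraries held the fewest genes. Fewer genes detected in those libraries and a difference between donors or protocols cannot be told apart, since set, donor cohort and quantification differ together. The lower niche calls of the authors' deposited table had the same sign in the second set in 73.4% of genes (68.7% for the higher calls, 60.8% for all genes between the sets). This argues against fewer detected genes in the first-set aged T21 libraries as the whole cause of those calls.

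The share here was 17.3%. That is lower than the value quoted from the study above. The number of reversible genes here was 91, also lower than the number quoted above. With DESeq2 the share was closer, at 38.2% with the Wald test and 40% with apeglm, and it was 55% with edgeR and the library set in interaction. None of these is a rerun of the study. The DESeq2 fits added a library set term to the study's stated model. The Wald calls used adjusted p, and the apeglm s-values tested for an absolute log2 fold change over 1. The values of the authors' deposited table lay closer to the first set alone (r from 0.966 to 0.973) than to the model of both sets (0.720 to 0.867). The deposited table may thus rest mostly or wholly on the first set, which the values here do not prove. At an s-value under 0.05 and a moderated absolute log2 fold change over 1, 506 of its 899 age calls (56.3%) are reversible. The study's values quoted above for its stringent threshold differ from these, so the deposited table does not reproduce them.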
